# The m6A methyltransferase METTL16 inhibits the proliferation of pancreatic adenocarcinoma cancer cells *via* the p21 signaling pathway

**DOI:** 10.3389/fonc.2023.1138238

**Published:** 2023-04-25

**Authors:** Fuming Xie, Yao Zheng, Wen Fu, Bojing Chi, Xianxing Wang, Junfeng Zhang, Jianyou Gu, Jingyang Yin, Qiang Zhou, Shixiang Guo, Lei Cai, Jiali Yang, Songsong Liu, Huaizhi Wang

**Keywords:** pancreatic adenocarcinoma, METTL16, m6A, p21, cell proliferation

## Abstract

**Background:**

Many studies have reported that N6-methyladenosine (m6A) modification plays a critical role in the epigenetic regulation of organisms and especially in the pathogenesis of malignant diseases. However, m6A research has mainly focused on methyltransferase activity mediated by METTL3, and few studies have focused on METTL16. The aim of this study was to investigate the mechanism of METTL16, which mediates m6A modification, and its role in pancreatic adenocarcinoma (PDAC) cell proliferation.

**Methods:**

Clinicopathologic and survival data were retrospectively collected from 175 PDAC patients from multiple clinical centers to detect the expression of METTL16. CCK-8, cell cycle, EdU and xenograft mouse model experiments were used to evaluate the proliferation effect of METTL16. Potential downstream pathways and mechanisms were explored via RNA sequencing, m6A sequencing, and bioinformatic analyses. Regulatory mechanisms were studied through methyltransferase inhibition, RIP, MeRIP‒qPCR assays.

**Results:**

We found that METTL16 expression was markedly downregulated in PDAC, and multivariate Cox regression analyses revealed that METTL16 was a protective factor for PDAC patients. We also demonstrated that METTL16 overexpression inhibited PDAC cell proliferation. Furthermore, we identified a METTL16-p21 signaling axis, with downregulation of METTL16 resulting in inhibition of CDKN1A (p21). Additionally, METTL16 silencing and overexpression experiments highlighted m6A modification alterations in PDAC.

**Conclusions:**

METTL16 plays a tumor-suppressive role and suppresses PDAC cell proliferation through the p21 pathway by mediating m6A modification. METTL16 may be a novel marker of PDAC carcinogenesis and target for the treatment of PDAC.

## 1 Introduction

Pancreatic cancer (PC) is a high-grade malignancy of the digestive system (1). After decades of development, the efficacies of surgery, chemotherapy and targeted drug treatment have improved slightly, yet the five-year survival rate is still less than 8% for PC (2, 3). Surgery is currently considered the only cure for PC. Nevertheless, because PC develops insidiously and quickly, the majority of patients are initially diagnosed with local invasion or distant metastasis and thus miss their chance for surgery, leading to a poor prognosis (4). The incidence of PC has been on the rise in recent years, and PC has become an important factor threatening people’s health. Elucidating the molecular mechanism of PC is the subject of current in-depth laboratory and clinical oncology studies and is essential for enhancing the efficacy of PC treatment.

N6-methyladenosine (m6A) methylation is one kind of RNA modification that occurs on adenines of RNAs, such as mRNAs and long noncoding RNAs (5, 6). m6A modification has been found in prokaryote, eukaryote and virus mRNAs and has a significant effect on the regulation of RNA-related biological processes (7, 8). Recently, several studies have shown that m6A plays a vital role in the regulation of biological processes, including stem cell differentiation, animal development, tumorigenesis and immunity (9, 10). m6A modification is a dynamic and reversible process that mainly involves three kinds of catalytic enzymes: writers (methyltransferases), erasers (demethylases) and readers (methylation-reading proteins) (11). m6A writers such as METTL3 (12) and METTL14 (13), which belong to the methyltransferase‐like (METTL) protein family, can catalyze adenosine methylation at the N6 position of RNA. METTL16 is another important protein in the METTL protein family, acting as an N6-adenosine methyltransferase (14). METTL16 contains the Rossmann-like fold of class I methyltransferases and uses S-adenosylmethionine (SAM) as a methyl donor with additional regulatory and RNA binding domains (15). Recent research has found that METTL16 can serve dual roles as both an m6A writer and reader to promote translation independent of m6A methylation (16). In diverse human cancers, including PC, METTL3 and METTL14 have been reported to play important roles (17–19). Whether METTL16 also plays a role in regulating proliferation by altering m6A modification in PC remains unclear.

Here, we discovered that the expression of METTL16 was decreased in human PC samples and that METTL16 might play a crucial role in cell proliferation. To clarify the role of METTL16 in PC, we further confirmed its effect on proliferation using RNA sequencing (RNA-seq) and MeRIP-seq analyses of PC cell lines and identified potential downstream CDKN1A-related mechanisms. The purpose of our study was to determine the function of the m6A methyltransferase METTL16 in PC *in vivo* and *in vitro*. The results suggest that METTL16 is a novel prognostic marker and potential therapeutic target for PC.

## 2 Materials and methods

### 2.1 Tissue specimens

This study was approved by the Chongqing General Hospital Ethics Committee. Cancerous and paracancerous fresh-frozen specimens were matched and obtained from patients pathologically diagnosed with pancreatic ductal adenocarcinoma (PDAC) at the Institute of Hepatopancreatobiliary Surgery of Chongqing General Hospital. All patients in this study signed informed consent forms. Follow-up of patients was performed by full-time staff every 3 months after surgery. All procedures met the guidelines of the Declaration of Helsinki.

### 2.2 Cell lines and culture

Five kinds of human PDAC cell lines (AsPC-1, BxPC-3, CFPAC-1, PANC-1, and SW1990; Chinese Academy of Sciences Cell Bank, Shanghai, China), were used in this study. BxPC-3 cells were maintained in RPMI 1640 medium (GIBCO, Invitrogen Inc., Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS) (GIBCO, Invitrogen Inc., Carlsbad, CA, USA), 100 U/ml penicillin and 100 U/ml streptomycin (GIBCO, Invitrogen Inc., Carlsbad, CA, USA). AsPC-1, PANC-1 and CFPAC-1 cells were cultured in DMEM with high glucose (GIBCO, Invitrogen Inc., Carlsbad, CA, USA) supplemented with 10% FBS (GIBCO, Invitrogen Inc., Carlsbad, CA, USA) and 1% antibiotics (GIBCO, Invitrogen Inc., Carlsbad, CA, USA). SW1990 cells were cultured in L15 medium (GIBCO, Invitrogen Inc., Carlsbad, CA, USA) supplemented with 10% FBS (GIBCO, Invitrogen Inc., Carlsbad, CA, USA) and 1% antibiotics (GIBCO, Invitrogen Inc., Carlsbad, CA, USA). All cells were incubated at 37°C in humidified air with 5% carbon dioxide (CO_2_).

### 2.3 m6A detection

Based on the manufacturer’s instructions, total m6A modifications in cells were detected using the m6A RNA Methylation Quantification Kit (Colorimetric, EpiQuik, USA). RNA high-binding solution was used to bind total RNA to wells. Capture and detection antibodies were used to detect m6A. Microplate readers were used to detect the signal at 450 nm. The OD was proportional to the m6A concentration.

### 2.4 RNA extraction and real-time PCR

Total RNA was isolated from PDAC tissues and cultured cells with an Ultrapure RNA kit (Cwbio, China) according to the manufacturer’s instructions. Reverse transcription was performed by a PrimeScript RT Reagent kit (Takara, Otsu, Japan) according to the manufacturer’s protocol. The SYBR^®^ Premix Ex Taq™ Kit (Takara, Otsu, Japan) was used for real-time PCR. Relative RNA expression levels were calculated by the 2-ΔΔCt method and normalized to GAPDH or β-actin levels. All primer pair sequences are presented in **Table S5**.

### 2.5 Cell transfection

CFPAC-1 and PANC-1 cells were used for METTL16 silencing experiments with short hairpin RNA (shRNA) purchased from RiboBio Co. (Guangzhou, China), and CFPAC-1 and SW1990 cells were used for METTL16 overexpression experiments with vectors (pGLV5/GFP/Puro, GeneChem, China). Both the shRNAs and vectors were transfected with Lipofectamine 3000 (Invitrogen, USA) according to the manufacturer’s instructions. Lentiviral infection was carried out according to the manufacturer’s protocol. Stable cells with overexpression or knockdown were obtained by selection with puromycin (5 μg/ml) for 2 weeks. All sequences are presented in **Table S5**.

### 2.6 Western blotting (WB) assay

RIPA lysis buffer (Sigma, USA) was used to lyse the cultured cells and tissues. The concentration was determined with the BCA Protein Assay Kit (Pierce antibodies, Thermo Fisher Scientific, Waltham, MA, USA). With a 4-20% gradient SDS-polyacrylamide gel (PAGE, GenScript, USA), proteins were separated by electrophoresis and transferred to a polyvinylidene difluoride (PVDF) membrane (Millipore, Billerica, MA, USA). The PVDF membranes were blocked with Rapid Blocking Buffer (Epizyme, Shanghai, China). The indicated primary antibody was incubated with the samples at 4°C overnight. The secondary antibody was incubated for an hour at room temperature, and an ECL chemiluminescence kit (GE, USA) was used for visualization. All antibody information is described in **Table S4**.

### 2.7 Immunohistochemistry (IHC) analysis

PDAC and paracancerous specimens were washed thrice with PBS buffer after dewaxing and hydration followed by antigen retrieval. Antigen retrieval was performed using the high-pressure method for 2–3 min in citrate buffer (pH 6.0). The specimens were brought to nearly room temperature, incubated in 3% H_2_O_2_ for 15 mins, and then blocked in 10% goat serum for 20 mins at room temperature. The sections were incubated with the primary antibody at 4°C overnight, and an anti-mouse/rabbit IHC detection kit (Dako, Glostrup, Denmark) was used to detect the immunohistochemical reaction. The staining intensity was calculated as follows: 0 (no staining), 1 (weak staining), 2 (moderate staining), and 3 (strong staining). The percentage of positively stained cells was calculated as follows: 0 (no staining), 1 (1–10% of cells with staining), 2 (10–50% of cells with staining), and 3 (more than 50% of cells with staining). The staining index (SI) was calculated by multiplying the staining intensity and percentage of positively stained cell values. PDAC specimens were categorized into lower expression (SI less than 4) and higher expression (SI more than 6) groups based on the SI.

### 2.8 Cell proliferation analysis

The proliferation ability of PC cells was detected by the Cell Counting Kit 8 (CCK-8) assay and the 5-ethynyl-2′-deoxyuridine (EdU) immunofluorescent assay. PC cells were seeded at 2 × 10^3^ per well in 96-well plates after transient siRNA transfection for 48 h. Every 24 hours, three wells per group were assessed with CCK-8 assay, and 10 μL of prepared solution was incubated for one hour at 37°C. The OD was measured at 450 nm by a microplate reader. The EdU assay (RiboBio, Guangzhou, China) was performed by seeding 2 × 10^4^ transfected cells per well in 24-well plates. The cells were then incubated with EdU buffer for two hours, followed by immunofluorescence staining. A detailed protocol was provided by the manufacturer.

### 2.9 Cell cycle analysis

Treated PC cells were collected and fixed in 75% pre‐chilled ethanol at 4°C overnight. After removing the ethanol, the cells were washed twice with phosphate buffer and incubated with RNase and propidium iodide (Beyotime, China). Cell cycle distribution was analyzed using a BD Accuri C6 flow cytometer. All the experiments were repeated independently in triplicate.

### 2.10 Animal experiments

Animal experiments complied with the Chongqing Medical University of Medicine Policy on the Care and Use of Laboratory Animals. Six-week-old female BALB/c nude mice were obtained from Peking University Animal Center (Beijing, China). These mice were randomized into experimental (N = 8 per group) and control groups (N = 8 per group). PC cells were resuspended in PBS (approximately 2 × 10^6^ cells/100 μL) and subcutaneously inoculated into the left armpit of each nude mouse. The tumor length and width of the mice were monitored weekly. All mice were sacrificed 5 weeks postinjection, and tumors were excised and weighed.

### 2.11 RNA-seq analysis

PANC-1 cells used for sequencing were stably transfected with si-METTL16 and control siRNA. Biological triplicates were set up for each experimental group. Total RNA was extracted from cells using an Ultrapure RNA kit (Cwbio, China). The quality and purity of total RNA extracted from the samples were analyzed by NanoDrop 2000 and Agilent Bioanalyzer 2100 measurements. RNA-seq was performed by SHBIO (Shanghai, China) with the Illumina HiSeq 2500 platform. Differential analyses between the si-METTL16 and control groups were performed by the R package limma.

### 2.12 m6A-RNA immunoprecipitation and MeRIP-seq analysis

MeRIP assays were performed using a Magna MeRIP kit (Merck Millipore, USA) according to the standard manual. The RNA was segmented and incubated with an anti-m6A antibody before immunoprecipitation. We detected the enrichment of m6A in RNA by high-throughput sequencing, constructed m6A-MeRIP RNA fragments with the Illumina NEBNext Ultra RNA Library Preparation kit, and sequenced the m6A-MeRIP RNA fragments using an Illumina HiSeq 2000. SHBIO (Shanghai, China) completed the library preparation. Sequencing reads were compared with the human genome build GRCh38.p13 through Bowtie2. m6A peaks were detected by the magnetic cell sorting method. Differential analyses between the input and MeRIP groups were performed by the R package limma.

### 2.13 Differential gene enrichment analysis

#### 2.13.1 Gene Set Enrichment Analysis (GSEA)

GSEA was performed using GSEA 3.0 software. The gene sets mentioned in the article were downloaded using MSigDB (http://software.broadinstitute.org/gsea/index.jsp). The number of permutations was set to 1,000.

#### 2.13.2 Pathway enrichment analysis

Pathway enrichment analysis of the key DEGs in our research was performed using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases.

### 2.14 Statistical analysis

Normally distributed continuous data are presented as the mean ± standard deviation (SD) of three independent experiments and were compared with Student’s t test. A logistic regression model was used to analyze dichotomous variables. The Cox proportional hazards regression model was used to identify independent prognostic factors. The Kaplan−Meier method was used to analyze the survival data. Correlations were examined using Pearson coefficients. p<0.05 was considered statistically significant. All the figures were generated by GraphPad Prism software version 8.1. Statistical analyses were performed using SPSS 26.0 statistical software for Windows (IBM, Armonk, NY, USA).

## 3 Results

### 3.1 METTL16 is expressed at low levels in PDAC and suggests a poor prognosis

We found that among the METTL family members, METTL16 is a vital gene for the survival of the vast majority of cancer cells, implying its functional importance in cancer. To explore the expression of METTL16 in PDAC, we compared the expression profiles between PDAC tissues and adjacent non-cancerous tissue with an mRNA expression dataset from The Cancer Genome Atlas (TCGA) and GTEx (https://xenabrowser.net/datapages/). The results showed that the level of METTL16 in PDAC tissues was significantly lower than that in paired paracancerous nontumor tissues (**Figure 1A**), and the mRNA expression level of METTL16 was relatively higher in patients with a relatively low PC stage (I-II) than in those with a high PC stage (III-IV) (**Figure 1B**). Subsequently, by analyzing METTL16 expression levels and prognosis in patients with PDAC, we found that a high level of METTL16 was associated with significantly increased disease-free survival (DFS) by Kaplan−Meier analysis (**Figure 1C**). DFS showed a similar trend, with a low level of METTL16 being correlated with poor overall survival (OS) (**Figure 1D**).

**Figure 1:**
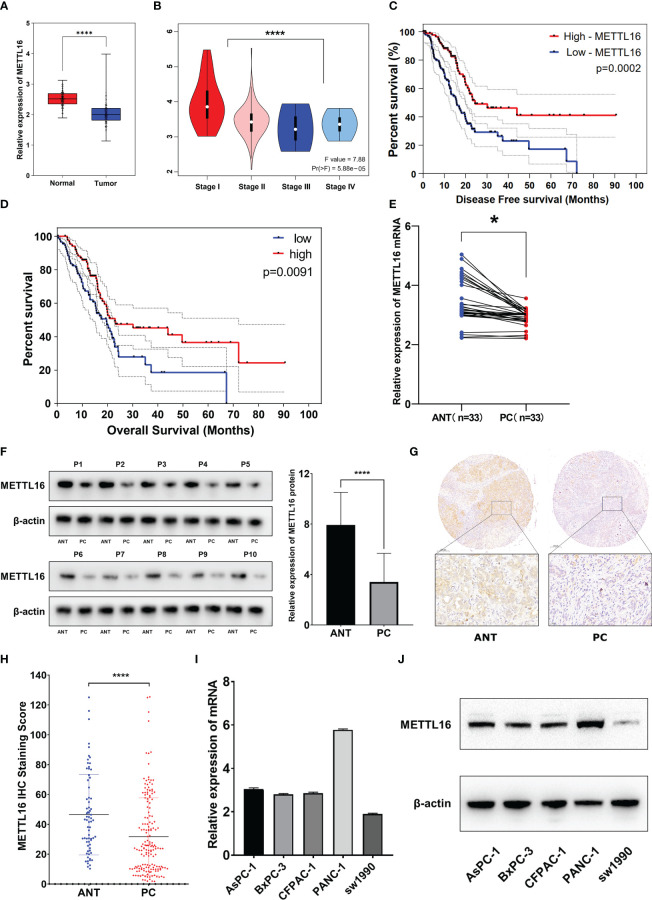
METTL16 is downregulated in PDAC tissues, and downregulation of METTL16 suggests poor prognosis. **(A)** The mRNA level of METTL16 in normal tissues and PC tissues in data downloaded from The Cancer Genome Atlas (TCGA) and GTEx database (p < 0.001). **(B)** mRNA level of METTL16 in different PC stages (I‐IV) according to data downloaded from the TCGA database (p < 0.05). Cox regression multivariate analysis showed that the expression level of METTL16 was significantly positively correlated with both the DFS **(C)** and OS**(D)** from TCGA. **(E)** METTL16 expression was assessed by qRT−PCR in paired PC tissues and ANTs (N = 33). **(F)** Western blotting was performed to detect the protein level of METTL16 in 10 PC tissues and paired ANTs. **(G)** METTL16 expression was assessed by IHC in PC tissue microarrays and two independent clinical (N = 133) and ANT (N = 133) sample cohorts. **(H)** The METTL16 staining score in adjacent non-cancerous tissue was significantly higher than that in PC tissues. **(I)** mRNA levels of METTL16 in 5 PC cell lines (AsPC-1, BxPC-3, CFPAC-1, PANC-1, and SW1990). **(J)** Protein level of METTL16 in 5 PC cell lines. * means p<0.05; **** means p<0.0001.

The expression of METTL16 in 33 cases of PDAC and paired adjacent non-cancerous tissue (ANT) was visualized by real-time qPCR and WB. Consistent with the results of the TCGA and GTEx analyses, our results showed that the mRNA level of METTL16 was decreased in PC tissues, while it was increased in paired ANT (**Figure 1E**), which also showed increased protein levels of METTL16 (**Figure 1F**). To verify the METTL16 expression level in PDAC patients, tissue microarrays from a total of 133 PC patients from two clinical surgical centers were analyzed by IHC. Our data demonstrated that the SI Staining score of METTL16 in PDAC tissues was significantly decreased compared with that in paired ANT (**Figures 1G, H**). We determined the relationships between clinicopathological variables and the level of METTL16, and the results are shown in **Table 1**. Interestingly, patients with larger tumors tended to show lower levels of METTL16 in tumors (**Table 1**). In addition, logistic regression showed that METTL16 expression in PC tissues was closely related to the size of the tumor (OR, 0.253, p< 0.001), but depth of tumor invasion (OR, 1.186, p= 0.723) and degree of metastasis (OR, 0.89, p= 0.816) did not appear to be directly related to METTL16 expression (**Table 2**). Similarly, in the TCGA PC data analysis, we also found that METTL16 expression was correlated with the size of PDAC tumors (**Table S1**). We detected the mRNA level (**Figure 1I**) and protein level (**Figure 1J**) of METTL16 in five PC cell lines and found that the levels were higher in PANC-1 cells and lower in SW1990 cells.

**Table 1:** Associations of METTL16 expression with clinical parameters in pancreatic cancer.

Characteristic	No.	METTL16 expression		P-value
		Low(N=72)	High(N=83)	
**Age (year)**		66.1	63.3	
<=60	48	18 (25.0)	30 (36.1)	0.186
>60	107	54 (75.0)	53 (63.9)	
**Gender**				0.194
Female	70	28 (38.9)	42 (50.6)	
Male	85	44 (61.1)	41 (49.4)	
**Tumor size**				<0.001*
<= 4cm	101	35 (48.6)	66 (79.5)	
> 4cm	54	37 (51.4)	17 (20.5)	
**Depth of invasion**				0.376
T1+T2	116	51 (70.8)	65 (78.3)	
T3+T4	39	21 (29.2)	18 (21.7)	
**Phase**				<0.001*
I-II	44	9 (12.5)	35 (42.2)	
III-IV	111	63 (87.5)	48 (57.8)	
**Lymph node metastasis**				<0.001*
N0	46	10 (13.9)	36 (43.4)	
N+	109	62 (86.1)	47 (56.6)	

The bold values in the first column mean Characteristic title. The bold values in the p-value column mean the result statistically significant. The symbol * means the result statistically significant.

**Table 2:** Multivariate logistic regression analysis.

Characteristic	OR	P-value	95% CI
**Age**	2.641	0.023	1.145-6.088
**Gender**	0.695	0.348	0.325-1.486
**Tumor Size**	4.598	<0.001*	1.998-10.58
**Depth of invasion**	1.339	0.531	0.538-3.335
**Phase**	11.917	0.117	0.538-263.98
**Lymph node metastasis**	0.636	0.765	0.032-12.446

The bold values in the first column mean Characteristic title. The bold values in the p-value column mean the result statistically significant. The symbol * means the result statistically significant.

### 3.2 Downregulation of METTL16 promotes PC cell proliferation by restraining cells in the G1 phase

According to the expression levels of METTL16 in different PC cell lines, PANC-1 and CFPAC-1 cells were selected for the subsequent knockdown experiment, while SW1990 and CFPAC-1 cells were selected for the subsequent overexpression experiment. shRNA was applied to knock down METTL16, while a vector was used for overexpression in PC cell lines. The METTL16 knockdown efficiency is shown in **Figures S1A, B**, and the METTL16 overexpression efficiency is shown in **Figures S1C, D**. We found that silencing METTL16 significantly promoted cell growth using CCK8 and EdU assays in PANC-1 (**Figures 2A–C**) and CFPAC-1 (**Figures 2D–F**) cells, respectively. The results from flow cytometry demonstrated that PANC-1 (**Figures 2G, H**) and CFPAC-1 cells (**Figures 2I, J**) with METTL16 overexpression were arrested in the G1 phase. The above results suggested that METTL16 was able to inhibit PC cell proliferation by delaying the G1 phase transition.

**Figure 2:**
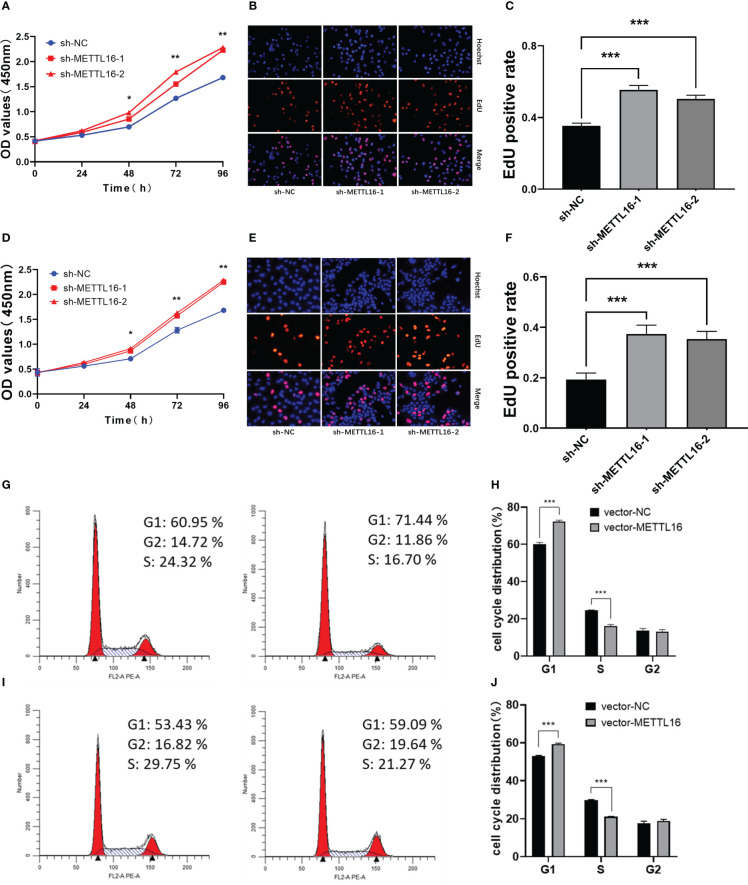
Downregulation of METTL16 promotes PC cell proliferation by restraining cells in the G1 phase. CCK-8 assay to assess the effect of METTL16 on PANC-1 cell **(A)** and CFPAC-1 cell **(D)** growth. EdU assays were used to assess cell proliferation. The histogram shows the proliferation rates of transfected cells in the corresponding groups: PANC-1 **(B, C)**; CFPAC-1 **(E, F)**. Flow cytometry assays showed that the overexpression of METTL16 significantly increased the proportion of CFPAC-1 **(G, H)** and SW1990 **(I, J)** cells in the G1 phase and decreased the proportion of cells in the S phase. * means p<0.05; ** means p<0.01; *** means p<0.001.

### 3.3 METTL16 inhibits tumor growth in mice

To verify the vital role of METTL16 in PC cell proliferation *in vivo*, we established a xenograft model in nude mice by subcutaneously injecting PANC-1 cells with stable knockdown of METTL16 and control PANC-1 cells (**Figure 3A**). The volume (**Figure 3B**) and weight (**Figure 3C**) of subcutaneous xenografts were markedly increased in the METTL16-silenced groups compared with the control group, implying a crucial role of METTL16 in PC cell growth *in vivo*. IHC staining showed that the protein level of METTL16 was significantly decreased in METTL16-silenced cells compared with control cells (**Figures 3D, G**). Moreover, METTL16 knockdown led to increased expression of Ki-67 (**Figures 3E, H**) and PCNA (**Figures 3F, I**), two proteins correlated with cancer cell proliferation, according to IHC staining, which was in line with the results of mouse tumor growth. Overall, the above data demonstrated that METTL16 exerted a great influence on PC cell proliferation *in vivo*.

**Figure 3:**
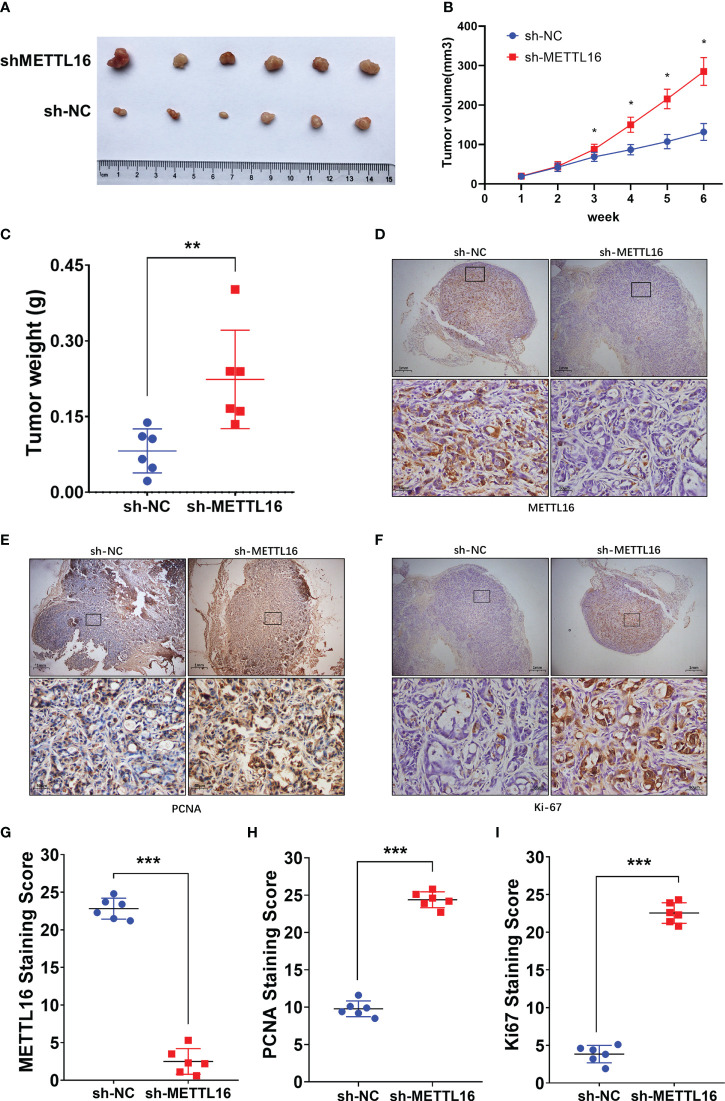
METTL16 inhibits tumor growth in mice. **(A)** Nude mice were subcutaneously implanted with sh-NC or sh-METTL16 PC cells, and subcutaneous tumor nodules formed in the two groups of mice. **(B)** The weekly tumor volumes of the METTL16-knockdown and control groups are presented in the chart. **(C)** The mean tumor weights of the METTL16-knockdown and control groups 6 weeks after inoculation are presented. Two groups of tumor specimens were subjected to immunohistochemical detection of METTL16 **(D, G)**, PCNA **(E, H)** and Ki67 **(F, I)**. * means p<0.05; ** means p<0.01; *** means p<0.001.

### 3.4 RNA-seq analysis revealed the underlying mechanisms by which METTL16 affects PC cell proliferation

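RNA-seq was performed on PANC-1 cells, an established human pancreatic ductal adenocarcinoma cell line. The 6 samples were 3 biological replicates transfected with control siRNA (si-NC) and 3 transfected with siRNA against METTL16 (si-METTL16). The authors deposited, for each of 58735 genes, the raw count of every sample and its FPKM, which is the count scaled by the gene length and by the total count of the sample. The counts summed to 16809558, 16876090 and 17408052 in si-NC replicates 1, 2 and 3 and to 16646187, 15725298 and 18054436 in the si-METTL16 replicates. At these depths, 3 counts correspond to between 0.166 and 0.191 CPM, the unit of counts scaled to a common total. The 10 most counted genes of each sample held between 6.30% and 7.20% of its counts. The methods name the R package limma for the comparison of the groups, and give no filter on low genes and no transformation. The paper's text names no aligner or counting program for RNA-seq and does not say whether counting used strand. Here the counts were scaled by TMM, genes with too few counts were removed by the filterByExpr function, and the 15089 remaining genes were compared with edgeR's quasi-likelihood test, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. A test on counts was chosen because raw counts were deposited, and limma was run as an alternative. The replicate numbers are shared by the groups. The deviations of same-numbered samples from their group means had a mean correlation of 0.0307 across genes, and those with different numbers -0.0154. Deviations from a mean cancel within each group, so the second value follows largely from the first and is not a separate baseline. The supplementary primer list of the paper gives 3 siRNA sequences for METTL16, and the text does not name the ones used for sequencing. In the MANE Select transcript of METTL16 (GRCh38, GENCODE v44), all 3 match the coding sequence without a mismatch: CCTTGAGACTCAACTATAT in exon 3 (chromosome 17 from 2477757 to 2477775), CCGCCTAGTTCTGTTAATA in exon 6 (chromosome 17 from 2464302 to 2464320) and CCACCAAGTAAGCGAAGAA in exon 9 (chromosome 17 from 2420883 to 2420901). The control siRNA sequence, TTCTCCGAACGTGTCACGT, has no match in this transcript.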

To further investigate the downstream molecular mechanisms by which METTL16 affects PC cell proliferation, RNA-seq analysis was performed. First, the transcriptomics data of METTL16-silenced and control PANC-1 cells were analyzed, revealing differential gene expression and pathways related to METTL16 (**Figure S2A, B**). 

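METTL16, the targeted gene, lies on chromosome 17 from 2405562 to 2511891 in the coordinates of the deposited table, which for this gene equal those of GENCODE v44 on GRCh38. Its counts were 1546, 1641 and 1764 in si-NC replicates 1, 2 and 3, and 571, 528 and 627 in si-METTL16 replicates 1, 2 and 3. The deposited FPKM of METTL16 was 5.76 ± 0.279 (SD, n = 3) in si-NC cells and 2.03 ± 0.0346 (SD, n = 3) in si-METTL16 cells. The log2 fold change of -1.48 (standard error 0.07, adjusted p = 8.3e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment leaves 35.9% of the control level. Every si-METTL16 sample had less METTL16 than every si-NC sample, so the labels fit the target in all 6 samples. Of the 15089 genes tested, 5418 (35.9%) were differentially expressed at an adjusted p under 0.05, 2780 of them higher and 2638 lower after silencing. An absolute log2 fold change of at least 1 was reached by 1172 of these genes, 664 higher and 508 lower. The si-NC and si-METTL16 values did not overlap for 7681 genes (50.9%), where chance gives 10%. With the replicate number as a block in the design, 5013 genes were called, 4731 of them the same as without the block, and the log2 fold change of METTL16 stayed at -1.48. With limma on voom values, 5498 genes were called. The largest change in the count among fits at the same threshold came from leaving out si-NC replicate 3, which gave 4159 genes.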

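For clustering, the log2 CPM values of the 500 most variable genes were used, since the paper's text does not state the settings of its own clustering. Principal component 1 carried 45.1% of the variance and separated the groups, with si-NC samples from -20.7 to -17.4 and si-METTL16 samples from 15.9 to 23.1. Principal component 2 carried 16.9% and spread the si-METTL16 samples from -21.6 to 19.9, while the si-NC samples lay between -0.548 and 1.87. Average-linkage clustering on 1 minus Pearson's r placed the 3 si-NC samples in a cluster and the 3 si-METTL16 samples in the other. The mean correlation across these genes was 0.777 within groups and 0.609 between groups. The between-group distance exceeded the within-group distance by more than in any other split of the 6 samples (one-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Over all 15089 tested genes, principal component 1 carried 53.4% of the variance, and the clusters were again the groups. No pair of replicates was a duplicate library: the chi-square statistic per degree of freedom over genes was at least 15.9 within groups, where sampling noise alone gives about 1, and at least 56.9 between groups.

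**Figure D1:**
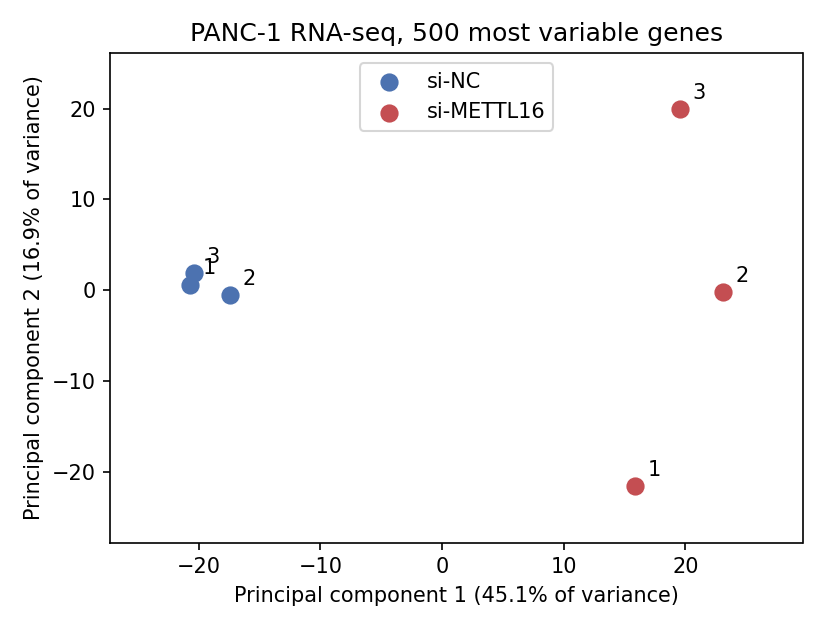
Principal components 1 and 2 of the log2 CPM values of the 500 most variable genes, in units of component score; each point is a PANC-1 sample, numbered by its replicate. The si-NC samples lie at or below -17.4 on component 1 and the si-METTL16 samples at or above 15.9.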

Clustering analysis (**Figures S2C, D**) suggested that METTL16 significantly affects the expression of key PC-related genes. Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analyses based on differentially expressed genes revealed the top 30 enriched biological pathways among METTL16-silenced versus control cells (**Figures 4A, B**). 

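The KEGG and GO annotations were not used here. Gene lists for 4 of the processes in Figures 4A, B were written by hand from general knowledge, and each was tested with limma's camera function, which asks whether the genes of a list rank higher or lower than the other tested genes and allows for a correlation of 0.01 between genes. Adjusted p-values are Benjamini-Hochberg values over the 8 lists tested. The DNA replication list (35 genes tested) had a mean log2 fold change of 0.62 ± 0.50 (SD over genes) and an adjusted p of 2.3e-12 from camera. Of its genes, 31 were higher after silencing, 26 of them differentially expressed, and 4 were lower, 1 of them differentially expressed. In the list of Fanconi anemia and homologous recombination genes (46 tested), the mean was 0.66 ± 0.60 (camera adjusted p = 2.4e-12), with 31 genes differentially expressed and higher and 1 lower. All 38 genes of the spindle checkpoint and kinetochore list were higher after silencing, 34 of them differentially expressed, with a mean of 1.07 ± 0.44 (camera adjusted p = 1.2e-34). The shift of the p53 target list (30 tested, CDKN1A among them) did not pass the threshold. Relative to the si-NC mean, its si-METTL16 samples, at -0.19 to -0.09 on the log2 scale, all lay below its si-NC samples, at -0.05 to 0.04. The mean log2 fold change of this list was -0.15 ± 0.59 (camera adjusted p = 0.127), and its differentially expressed genes went both ways, 6 higher and 9 lower. With the replicate number as a block, the means of these 4 lists were 0.62, 0.66, 1.07 and -0.15, in the same order. For the first 3 of these lists, the alternative that moved the test most was a correlation between genes estimated for each list, under which the adjusted p of camera was 0.0675 for DNA replication, 0.037 for Fanconi anemia and homologous recombination and 0.037 for the spindle checkpoint and kinetochore.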

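The MSigDB gene sets were not used here. In their place, the S phase and G2/M phase gene lists distributed with the Seurat package were tested, as recalled from memory. All 43 S phase genes were higher after silencing, 38 of them differentially expressed, with a mean log2 fold change of 0.96 ± 0.50 (SD over genes, camera adjusted p = 1.1e-24). Of the 54 G2/M genes, 52 were higher, 51 of them differentially expressed, and 2 were lower, 1 of them differentially expressed. The mean of the list was 1.05 ± 0.49 (camera adjusted p = 2.6e-50). The shift was seen in each replicate. Relative to the si-NC mean, the S phase list lay at 0.88 to 1.06 on the log2 scale in the si-METTL16 samples and at -0.12 to 0.13 in the si-NC samples, and the G2/M list at 1.00 to 1.09 and -0.12 to 0.07. With the replicate number as a block, the mean log2 fold change was 0.97 for S phase and 1.05 for G2/M genes. With the correlation between genes estimated for each list, the adjusted p of camera rose to 0.0587 for S phase and 0.037 for G2/M genes. GSEA was also run on these lists with the 1000 permutations that the methods state. The ranking of genes by the signal-to-noise ratio of FPKM was chosen here. Genes, not samples, were permuted here, since 3 samples against 3 allow few label permutations. The normalized enrichment score was 3.00 for the S phase list and 3.18 for the G2/M list, positive scores standing for higher expression in si-METTL16 cells. Their permutation p-values, 0.00204 and 0.00198, are the smallest these permutations could give, with an adjusted p of 0.00335 for each.

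**Figure D2:**
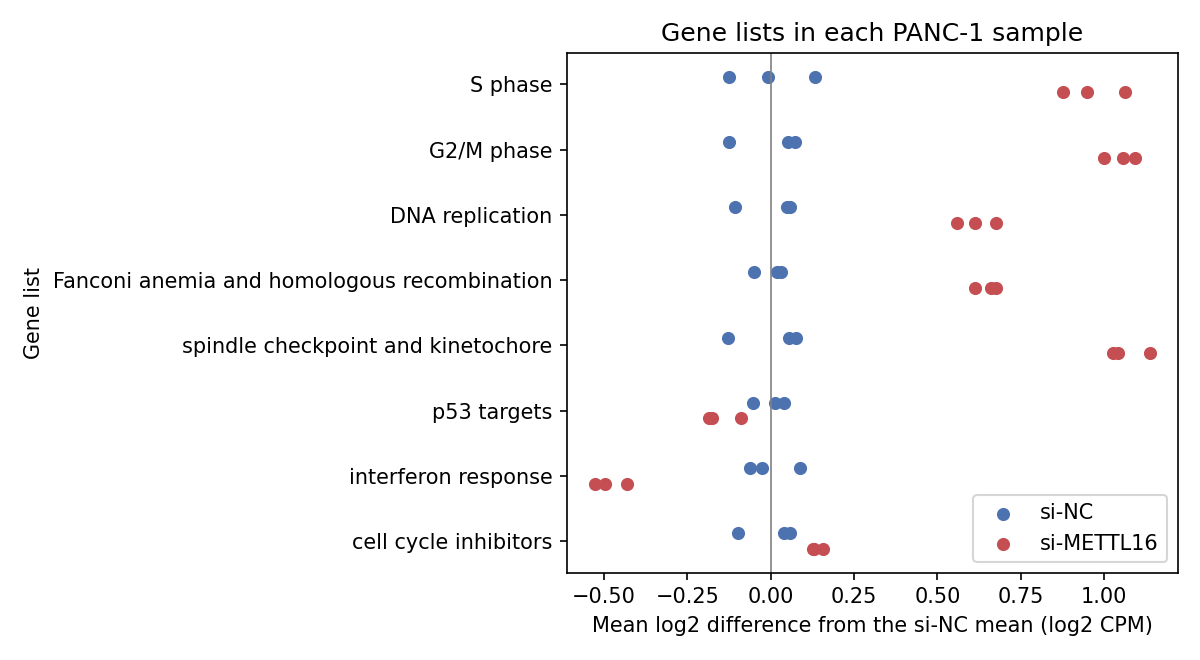
Mean log2 CPM of the genes of each list (y axis) in each PANC-1 sample, as the difference from the mean of the si-NC samples on the log2 scale (x axis); each point is a sample. For G2/M genes the si-METTL16 samples lie at 1.00 to 1.09 and the si-NC samples at -0.12 to 0.07.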

We then conducted gene set enrichment analysis (GSEA, Broad Institute) based on the RNA-seq results, which revealed that silencing of METTL16 was strongly correlated with gene sets associated with cell cycle (**Figure 4C**) and PC cell proliferation (**Figure 4D**) signaling pathways. 

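Among the genes that mark proliferating cells, MKI67 had 186 ± 28.1 CPM (SD, n = 3) in si-NC cells and 366 ± 38.0 CPM (SD, n = 3) in si-METTL16 cells, a log2 fold change of 0.98 (standard error 0.12, adjusted p = 0.00114) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PCNA had a log2 fold change of 0.82 (standard error 0.12, adjusted p = 0.00224) from the same test, with 116 CPM in si-NC and 205 CPM in si-METTL16 cells. The cyclins and kinases of the G1 phase did not move together. CCNE1 rose with a log2 fold change of 0.86 (standard error 0.15, adjusted p = 0.00507) and CDK2 with a log2 fold change of 0.61 (adjusted p = 0.0297), edgeR's quasi-likelihood test for both. The call of CDK2 was kept in 3 of the 6 fits that each left out a sample. Its log2 fold change ranged there from 0.38, without si-METTL16 replicate 1, to 0.72. The call of CDK2 was also lost without a filter on low genes (adjusted p = 0.0517 from edgeR). CCND1 fell, with a log2 fold change of -0.48 (standard error 0.05, adjusted p = 7.1e-04) from edgeR, and CDK4 was not called (log2 fold change 0.17, adjusted p = 0.357 from edgeR). CDK4 was called higher only without si-NC replicate 1 (log2 fold change 0.33, adjusted p = 0.0346 from edgeR, with a range over all alternatives from 0.0346 to 0.683). RB1 had a log2 fold change of 0.36 (adjusted p = 0.00756 from edgeR). CCND1, CDK2, CDK4 and RB1 overlap protein-coding genes on the opposite strand (LTO1, PMEL, TSPAN31 and LPAR6, among others), so their counts are uncertain if counting did not use strand. The 9 tested genes of a hand-written list of cell cycle inhibitors, which holds CDKN1A and RB1, had no common direction. Of them, 5 were differentially expressed and higher and 3 lower. Their mean log2 fold change was 0.14 ± 0.98 (SD over genes, camera adjusted p = 0.733), and 0.14 with the replicate block. Without a filter on low genes, the mean of the list was 0.39 (camera adjusted p = 0.191). The reference genes GAPDH and ACTB did not pass the threshold (log2 fold changes -0.10 and 0.28, adjusted p = 0.398 and 0.0561 from edgeR's quasi-likelihood test). The si-NC and si-METTL16 values of ACTB did not overlap, and it was called under some alternatives, with an adjusted p of 0.0241 from edgeR with the replicate block and a range over all alternatives from 0.0241 to 0.136. Reads of GAPDH can be shared with its processed pseudogenes, which held 1.58% of the counts of the gene and its pseudogenes.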

Additionally, we performed integrated analysis of PANC-1 cell RNA-seq data and identified the enriched cell cycle- and proliferation-related genes with the most significant regulatory changes. 

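The expression of 10 cell cycle genes was examined, namely CDKN1A, CDK1, CCNB2, CDC20, MCM3, CCNA2, TTK, PTTG1, BUB1 and E2F1 (Fig. 4F). All 10 were differentially expressed in edgeR's quasi-likelihood test, and none had overlapping si-NC and si-METTL16 values. CDKN1A was lower and the other 9 were higher after silencing, with log2 fold changes from 1.04 (CDC20) to 1.67 (E2F1). Their largest adjusted p was 6.2e-04 over all tested genes and 2.8e-05 over the 10 genes alone. The genes were chosen by the paper from these same samples, so the second value shows no independent stability. All 10 were called in each of the 6 fits that left out a sample, and with the replicate block 10 of them were called. Ranked by p among the 15089 tested genes, 3 of the 10 were among the first 100. E2F1 (chromosome 20 from 33675683 to 33686404) had 10.8 ± 1.57 CPM (SD, n = 3) in si-NC cells and 34.3 ± 2.47 CPM (SD, n = 3) in si-METTL16 cells, a log2 fold change of 1.67 (standard error 0.13, adjusted p = 2.1e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It is a transcription factor of S phase genes. PTTG1 (chromosome 5 from 160421822 to 160428744) had 54.7 ± 8.92 CPM (SD, n = 3) in si-NC cells and 163 ± 10.8 CPM (SD, n = 3) in si-METTL16 cells, a log2 fold change of 1.57 (standard error 0.12, adjusted p = 2.2e-04) in this test. PTTG1 encodes securin, and reads of its copies PTTG2 and PTTG3P, which were counted 2 and 35 times over the 6 samples against 10947 for PTTG1, could be split between the genes. CDC20 (chromosome 1 from 43358955 to 43363203) had 56.8 ± 5.29 CPM (SD, n = 3) in si-NC cells and 117 ± 13.3 CPM (SD, n = 3) in si-METTL16 cells, a log2 fold change of 1.04 (standard error 0.11, adjusted p = 5.6e-04). The deposited FPKM of MCM3, which encodes a subunit of the replicative helicase, was 12.8 ± 1.66 (SD, n = 3) in si-NC and 28.9 ± 0.936 (SD, n = 3) in si-METTL16 cells. For CCNA2, TTK and BUB1 the log2 fold changes were 1.25, 1.33 and 1.63. CCNA2 overlaps the gene EXOSC9 on the opposite strand by 578 bases, so reads there are uncertain if counting did not use strand.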

After combining the two subsets, we identified 10 key genes through Venn diagram analysis (**Figure 4E**), and several important genes that are highly associated with tumors were found, indicating that key downstream regulatory networks in PC were closely associated with METTL16 (**Figure 4F**). To further examine the roles these genes play, we used TCGA PDAC and GTEx pancreas data for correlation analysis and subsequently found that several genes, including CDKN1A (p21) (**Figure 4G**), CDK1 (**Figure 4H**) and CCNB2 (**Figure 4I**), which are involved in the G1 phase transition, were highly related to METTL16 in clinical specimens. To illuminate the mechanism by which METTL16 regulates G1 phase arrest, we determined the mRNA expression of CDKN1A, CDK1 and CCNB2. We found that among METTL16-silenced PANC-1 and CFPAC-1 cells, CDKN1A expression was significantly reduced, while CDK1 and CCNB2 expression was increased (**Figures 4J, K**). Similarly, the WB results revealed that the protein level of CDKN1A was significantly decreased and that CDK1 and CCNB2 were upregulated in PC cells after METTL16 silencing (**Figure 4L**). 

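Further genes were named by a rule that took the 5 highest and 5 lowest log2 fold changes among differentially expressed genes with a gene symbol, with non-overlapping groups and with a mean over all samples at or above the median of the tested genes. The highest were VGF, RRM2, MYC, SCG2 and UBE2C, with log2 fold changes of 3.04, 2.71, 2.64, 2.20 and 2.16. The lowest were BMF, PRNP, CHAC1, MYD88 and ABCG2, with -2.69, -2.30, -2.21, -2.07 and -2.02. RRM2 encodes a subunit of ribonucleotide reductase and UBE2C a ubiquitin-conjugating enzyme of mitosis. UBE2C had 38.6 ± 4.01 CPM (SD, n = 3) in si-NC cells and 172 ± 3.87 CPM (SD, n = 3) in si-METTL16 cells (adjusted p = 7.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MYC had 11.3 ± 8.57 CPM (SD, n = 3) in si-NC cells and 70.4 ± 13.2 CPM (SD, n = 3) in si-METTL16 cells (adjusted p = 0.00607 from edgeR). Its counts in si-NC replicates 1, 2 and 3 were 141, 356 and 81, and its log2 fold change ranged from 2.26 to 3.43 when each sample was left out in turn. BMF, which encodes a proapoptotic protein of the BCL2 family, had 84.0 ± 3.52 CPM (SD, n = 3) in si-NC cells and 13.0 ± 2.60 CPM (SD, n = 3) in si-METTL16 cells (adjusted p = 9.7e-05 from edgeR). PRNP differed between the si-METTL16 replicates, with counts of 1818, 905 and 265, and its call was kept in 3 of the 6 fits that each left out a sample.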

In summary, the RNA-seq analysis showed the essential regulatory role of METTL16 in PC. 

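CDKN1A, which encodes p21, lies on chromosome 6 from 36676460 to 36687339 in the deposited table. It had 191 ± 13.6 CPM (SD, n = 3) in si-NC cells and 61.6 ± 2.91 CPM (SD, n = 3) in si-METTL16 cells, a log2 fold change of -1.63 (standard error 0.07, adjusted p = 8.3e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This leaves 32.3% of the control level, and the deposited FPKM was 30.7 ± 2.18 (SD, n = 3) in si-NC and 9.77 ± 0.414 (SD, n = 3) in si-METTL16 cells. CDK1 (chromosome 10 from 60778331 to 60794852) had an FPKM of 9.12 ± 0.767 (SD, n = 3) in si-NC and 18.8 ± 2.33 (SD, n = 3) in si-METTL16 cells, with a log2 fold change of 1.07 (standard error 0.11, adjusted p = 5.3e-04) from edgeR. CCNB2 (chromosome 15 from 59105078 to 59125045) had an FPKM of 7.03 ± 1.61 (SD, n = 3) in si-NC and 20.4 ± 1.31 (SD, n = 3) in si-METTL16 cells, with a log2 fold change of 1.56 (standard error 0.17, adjusted p = 6.2e-04) from edgeR. For CDKN1A, CDK1 and CCNB2, all 3 samples of each group lay apart from all 3 of the other. An exact permutation test of a single gene cannot go below p = 0.1 with 3 samples against 3. Across the 6 fits that each left out a sample, the log2 fold change ranged from -1.67 to -1.58 for CDKN1A, from 0.95 to 1.13 for CDK1 and from 1.38 to 1.65 for CCNB2. With the replicate block they were -1.63, 1.06 and 1.58. Among the alternatives that kept all 6 samples, limma on log2(FPKM + 1), a scale that understates the change of low genes, moved these values most, to -1.56, 0.96 and 1.43. CCNB1, which encodes another cyclin B, had 129 ± 7.65 CPM (SD, n = 3) in si-NC cells and 225 ± 10.6 CPM (SD, n = 3) in si-METTL16 cells, a log2 fold change of 0.81 (adjusted p = 2.6e-04 from edgeR). After the cell cycle gene sets and the fall of CDKN1A and rise of CDK1 and CCNB2 in silenced cells, measured also by RT-qPCR and western blotting (Figures 4J–L), the paper proposes a role for molecules of the p21 pathway.

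**Figure D3:**
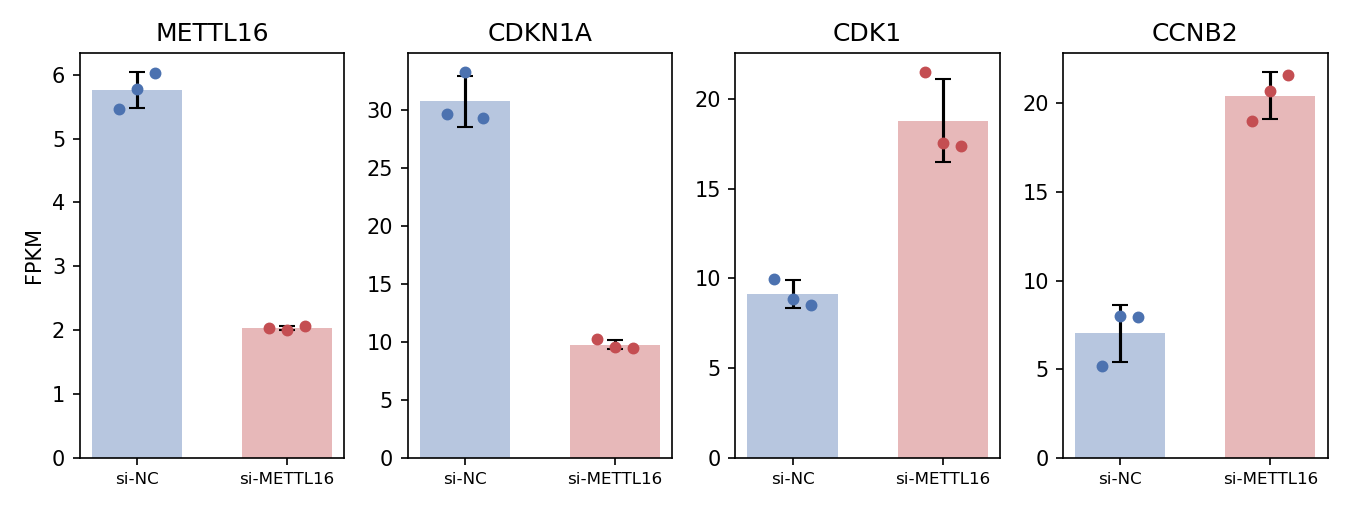
Deposited FPKM (y axis, each panel with its own scale from 0) of METTL16, CDKN1A, CDK1 and CCNB2 in si-NC and si-METTL16 PANC-1 cells; bars are means, error bars are SD and points are the 3 samples of each group. CDKN1A lies at 30.7 FPKM in si-NC and 9.77 FPKM in si-METTL16 cells.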

METTL16 might affect tumorigenesis and development by regulating vital molecules in the p21 signaling pathway.

**Figure 4:**
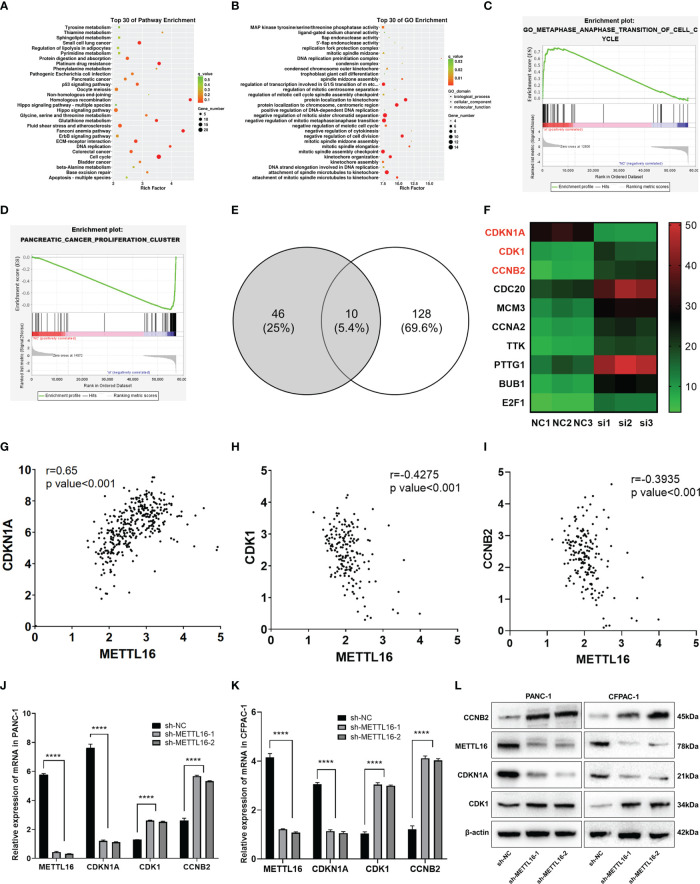
RNA-seq analysis revealed the underlying mechanisms by which METTL16 affects PC cell proliferation. **(A, B)** KEGG and GO analyses of METTL16-knockdown PANC-1 cells. **(C, D)** Gene sets related to proliferation and cell cycle signaling pathways were identified through GSEA. **(E)** The Venn diagram presents 10 common target genes. **(F)** Heatmaps of the 10 selected target genes. Analysis of the correlation of METTL16 expression with CDKN1A **(G)**, CDK1 **(H)**, and CCNB2 **(I)** expression was performed with TCGA data. RT−qPCR analysis of the mRNA expression of METTL16, CDKN1A, CDK1 and CCNB2 in PANC-1 **(J)** and CFPAC-1 **(K)** cells was performed. **(L)** Western blotting analysis was performed to detect the expression of proteins associated with METTL16, CDKN1A, CDK1 and CCNB2 in PANC-1 (left) and CFPAC-1 (right) cells. **** means p<0.0001.

### 3.5 MeRIP-seq analysis revealed that METTL16 activates CDKN1A *via* m6A-related mechanisms

METTL16 acts as a methyltransferase, and we sought to further demonstrate whether METTL16 regulates CDKN1A expression by mediating its mRNA N6-methylation. First, we found that total m6A modification levels in PC cells were significantly reduced after METTL16 was silenced (**Figure 5A**). In addition, we used the methyltransferase inhibitor 3-Deazaadenosine (DAA) to treat PANC-1 (**Figure 5B**) and CFPAC-1 (**Figure 5C**) cells; the results showed that the m6A modification level decreased significantly after DAA reached a certain concentration. To clarify the key role of METTL16 in m6A modification, we performed MeRIP-seq analysis to map m6A modifications in PANC-1 cells to identify the base sites of downstream molecules regulated by METTL16 (**Figure 5D**). Importantly, through MeRIP-seq in PANC-1 cells, an m6A peak was found in the stop codon of CDKN1A mRNA (**Figure 5E**), which suggested that the CDKN1A transcript might be a direct target of m6A modification. m6A modification mostly occurs in the RRACH (R=G or A, H=A, C or U) consensus sequence. Our MeRIP-seq data demonstrated that the GUGGAC and GAACGU motifs were highly enriched (**Figure 5F**). Interestingly, these two motifs are also present in the exons of CDKN1A. The MeRIP-seq results were validated by MeRIP-qPCR. Compared with the IgG rabbit control antibody, the m6A-specific antibody markedly reduced the level of CDKN1A mRNA upon METTL16 knockdown in PANC-1 (**Figure 5G**) and CFPAC-1 cells (**Figure 5H**), while the m6A-specific antibody significantly increased the CDKN1A mRNA level upon METTL16 overexpression, and adding DAA reversed this effect (**Figures 5I, J**).

**Figure 5:**
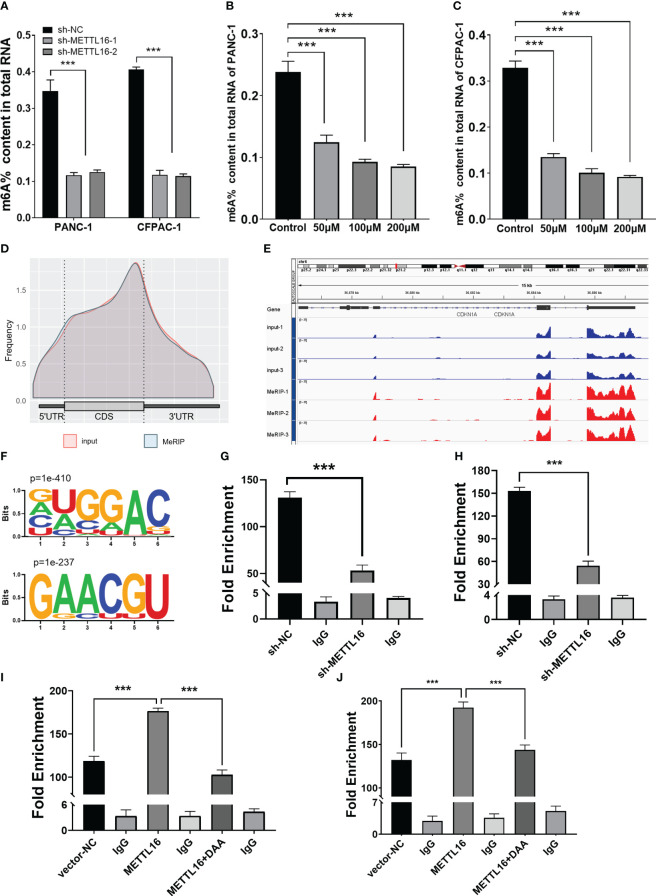
MeRIP-seq analysis revealed that METTL16 activates CDKN1A *via* m6A-related mechanisms. **(A)** Quantitative RNA methylation analysis based on a standard curve was used to detect the overall content of m6A in sh-NC and sh-METTL16 PANC-1 and CFPAC-1 cells. The global level of m6A methylation in PANC-1 **(B)** and CFPAC-1 **(C)** cells treated with different concentrations of DAA (0 µmol/L, 100 µmol/L, 200 µmol/L) for 24 h are shown. **(D)** Metagene plot of the m6A peak distribution in mRNA. **(E)** IGV analysis showed the binding peaks of the target gene (CDKN1A) in the genome. **(F)** Global profiling of m6A in PANC-1 cells with the most interesting sequence motifs of m6A peaks indicated. MeRIP-qPCR assays with an anti-m6A antibody or IgG were performed to verify the enrichment of CDKN1A mediated by METTL16 at m6A-related peaks of interest. The m6A modification of CDKN1A was increased upon overexpression of METTL16 **(I, J)**, while it was depleted upon knockdown of METTL16 **(G, H)** or addition of DAA **(I, J)** in both PANC-1 and CFPAC-1 cells. *** means p<0.001.

### 3.6 METTL16 regulates the m6A modification of CDKN1A to inhibit PC cell proliferation

We sought to further characterize how METTL16 induces anticancer effects through CDKN1A in PC. We found that overexpression of METTL16 significantly inhibited cell growth through CCK8 and EdU assays in SW1990 (**Figures 6A–C**) and CFPAC-1 cells (**Figures 6D–F**), and DAA rescued cell proliferative capacity. As expected, we found that in METTL16-overexpressing SW1990 and CFPAC-1 cells, the mRNA level of CDKN1A was significantly increased, while the levels of CDK1 and CCNB2 were decreased. In addition, DAA rescued the levels of these mRNAs (**Figure 6G**). Similarly, the WB results showed that the protein level of CDKN1A was significantly increased while those of CDK1 and CCNB2 were reduced in PC cells after transfection of the METTL16 vector, and the protein level changes could be reversed by DAA administration (**Figure 6H**). Thus, our data suggest that METTL16 regulates the m6A modification of CDKN1A to inhibit the proliferation of PC cells. Moreover, the expression level of CDKN1A in PANC-1 cells was significantly increased after overexpressed METTL16, and it was affected by actinomycin D (**Figure 6I**). This further demonstrated that METTL16 could increase CDKN1A expression by regulating its RNA stability.

**Figure 6:**
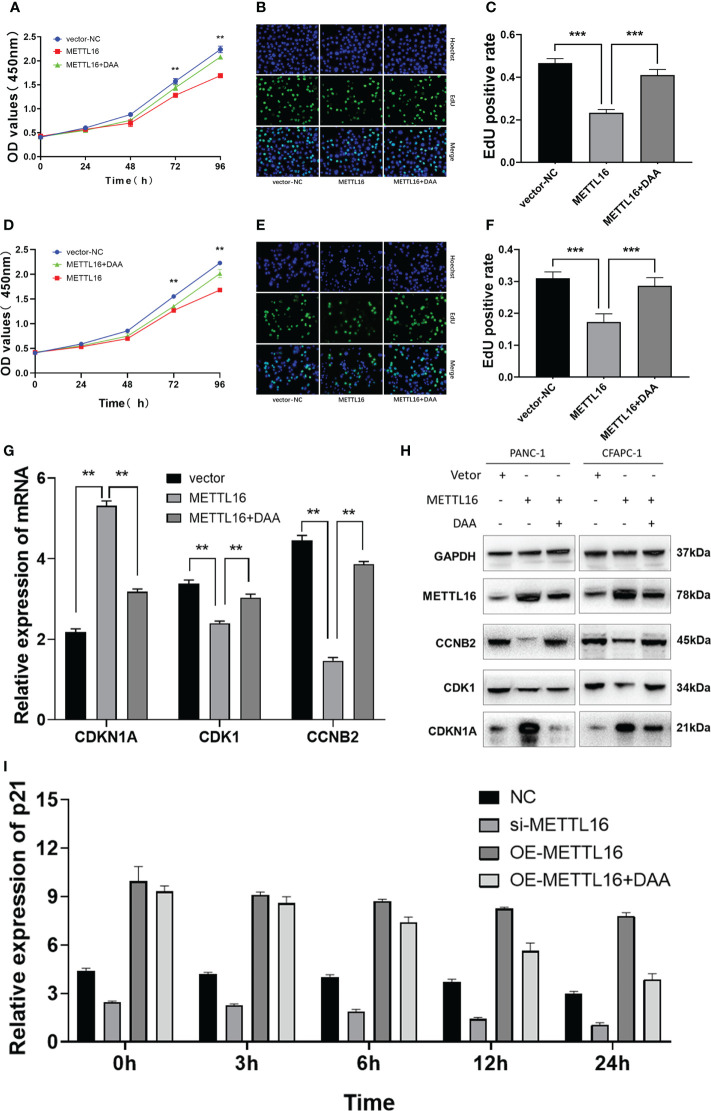
METTL16 regulates the m6A modification of CDKN1A to inhibit the proliferation of PC. Overexpression of METTL16 significantly inhibited cell growth according to CCK8 cell viability and EdU assays, and DAA administration rescued the proliferative capacity of both SW1990 **(A–C)** and CFPAC-1 cells **(D–F)**. **(G)** RT−qPCR showed that METTL16 overexpression modulated the mRNA levels of CDKN1A, CDK1 and CCNB2, while DAA administration restored their levels. **(H)** Western blotting analysis was performed to detect CDKN1A, CDK1 and CCNB2 expression in SW1990 and CFPAC-1 cells treated with METTL16-vector and DAA. **(I)** The stability of RNA level of CDKN1A was significantly decreased after the addition of DAA. ** means p value < 0.01, *** means p value < 0.001.

## 4 Discussion

More than one hundred different types of posttranscriptional modifications have been found on RNA, and all known types of RNA possess distinct chemical modifications, among which m6A modification is the most abundant and the most studied (9, 20). Recently developed, antibody-based, high-throughput sequencing technologies have enabled researchers to precisely map the exact sites of m6A modification and further understand its biological roles (21, 22). Although m6A modification has been revealed to regulate mRNA decay (23), translation (24, 25) and other processes (26) and to play an important role in regulating tumor cell proliferation signals (27), resisting apoptosis (28), and inducing invasion and metastasis (29) and is expected to become a target for cancer therapy, cancer-related studies on the regulatory mechanism of m6A modification are still limited.

At present, most studies on methyltransferase-related m6A modification focus on METTL3 and METTL14. Both METTL3 and METTL14 contain an S-adenosyl methionine-binding motif (30). These proteins colocalize in nuclear speckles, form a heterodimer, and catalyze the covalent transfer of a methyl group to adenine with the assistance of WTAP (13, 31). In addition, METTL16, as the second m6A methyltransferase identified, has known substrates, including U6 snRNA and human MAT2A mRNA, which encodes the SAM synthetase (14, 32). Previous literature has reported that the m6A-modified region of METTL16 is different from that of METTL3 (33). Therefore, in our study, we conducted RNA-seq after METTL3 knockdown in PANC-1 cells (**Figure S3A, B**) and found that most of the differentially expressed genes were different from those after METTL16 silencing. Furthermore, there was a substantial difference in the enriched genes of PANC-1 cells after METTL16 knockdown (**Figure S3C, D**). In addition, we compared the top 250 genes with the most significant differences between the two groups and revealed that only 11 genes had a similar variation tendency (**Figure S3E**). Furthermore, unlike METTL3 or METTL14, which are mostly located in the nucleus, the WB analysis revealed that METTL16 was localized in both the nucleus and cytosol of PC cells (**Figure S4A**). As reported previously, m6A modifications are mainly installed with transcription in the nucleus (14, 34). Thus, in addition to catalyzing the formation of m6A, METTL16 probably has additional functions, particularly in the cytosol (16). Therefore, in addition to m6A modification, more attention needs to be paid to the cytoplasmic regulation of METTL16. Interestingly, when METTL3 was knocked down, the expression levels of CDKN1A, CKD1 and CCNB2 did not change significantly (**Figure S4B**). Although METTL3 and METTL16 are homologues, their downstream regulatory networks differ greatly.

In gastric cancer, researchers found that METTL16 is highly expressed in cancer tissues, and METTL16-mediated m6A methylation promotes GC cell proliferation by enhancing cyclin D1 expression (35). The regulatory effects of METTL16 on malignant tumors (16) such as breast cancer (36) and liver cancer (37) have also been reported. However, in our study, we revealed for the first time that the novel m6A writer METTL16 was significantly decreased in PC cells and played a tumor suppressor role during human pancreatic carcinogenesis and progression. We verified the key function of METTL16 in inhibiting PC cell proliferation using lentiviral-based gene silencing and vector-based gene overexpression systems both *in vitro* and *in vivo*. Moreover, we found that the addition of the p21 inhibitor UC2288 could rescue the phenotype of overexpressing METTL16 (**Figure S5**). The above results suggest that the expression level and functional roles of METTL16 in different tumors vary. Therefore, our study on METTL16-mediated m6A regulation of tumor progression is novel and of great significance.

Interestingly, we discovered a novel regulatory pathway of p21 in which METTL16 mediates the m6A modification of CDKN1A (p21) to regulate the downstream genes CDK1/CCNB1, thereby promoting the proliferation of PC cells. Cyclin-dependent kinase inhibitor 1A (CDKN1A), a member of the Clp family, is a cyclin-dependent kinase inhibitor downstream of p53 and is also known as p21 because of its molecular weight of 21 kD. The p21 protein is the cell cycle suppressor with the most extensive kinase-suppressing activity known at present. p21 inhibits the activity of cyclin D1-CDK4 and cyclin E-CDK2, preventing the phosphorylation of Rb protein and the release of E2F, which leads to cell cycle stagnation in the G1 phase and the inhibition of DNA replication (38). Previous studies have reported that p21 is closely related to KRAS mutation (39), cancer cell migration, invasion, proliferation, and cell cycle and the epithelial-mesenchymal transition of PC cells (40). As CDKN1A (p21) is a hub gene in cancer regulation, the modification of CDKN1A m6A is worthy of study. In liver cancer (41), esophageal cancer (42), lung cancer (43), breast cancer (44), cervical cancer (45) and acute leukemia (46), it has been reported that upstream molecules can be modified by m6A and play an important role through the p21 pathway. However, few studies have investigated the function of m6A modification of CDKN1A (p21) at the transcriptional level, and this is the focus of our research group.

Previous studies have found that METTL16 has two verified modification sequences that are different from those of METTL3 (33, 47), which seems to be inconsistent with our results. As such, we cannot definitively say that CDKN1A mRNA is a direct substrate of METTL16-mediated m6A modification, and it is unclear whether METTL16 can splice CDKN1A pre-mRNA or regulate the translation of CDKN1A. It remains to be determined whether METTL16 acts as a writer to modify CDKN1A mRNA with m6A and whether there is a recognition protein or reader that binds to it and performs the corresponding biological function.

In summary, our study demonstrates that the regulation of METTL16 and its m6A modifications inhibit pancreatic carcinogenesis by regulating the expression and stability of critical tumor suppressor genes at the posttranscriptional level. These results aid elucidation of the specific molecular mechanisms related to METTL16 and its modification of m6A and the potential diagnostic and therapeutic value of these factors in PC.

## Data availability statement

The original data presented in the study are included in the article and Supplementary Material. The RNA seq data have been deposited in the GEO database (GSE226518). Further inquiries can be required from the corresponding authors.

## Ethics statement

The animal study was reviewed and approved by the Animal Experiment Ethics Committee of Chongqing Medical University. Written informed consent was obtained from the individual(s) for the publication of any potentially identifiable images or data included in this article.

## Author contributions

Conception and design: FX, SL, HW; Development of methodology: FX, SL, YZ, XW; Acquisition of data (provided animals, acquired and managed patients, provided facilities, etc.): FX, YZ, JLY, WF, BC, JG, QZ; Analysis and interpretation of data (e.g., statistical analysis, biostatistics, computational analysis): FX, WF, BC, JYY, JG, and JZ; Writing, review, and/or revision of the manuscript: FX, SL, YZ, HW; Study supervision: LC, SG, HW. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

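RNA-seq data of 6 PANC-1 samples, 3 transfected with control siRNA and 3 with siRNA against METTL16, were used. Samples were assigned to groups and replicate numbers from their titles and the methods. The titles and the paper's text name the control samples as control siRNA, while another label of these samples describes them as wild type, and the paper's description was followed. The replicate numbers used for pairing are those of the sample titles.

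The authors deposited raw counts per gene without normalization, with whole numbers summing to between 15725298 and 18054436 per sample (median 16876090 in si-NC and 16646187 in si-METTL16 samples). They also deposited FPKM values, which are the counts divided by the gene length and by the sample's total count; the length implied by count and FPKM differed between samples by at most 0.0588%. The paper states the extraction kit and the sequencing platform. Its text gives no aligner, counting program, annotation release or use of strand for RNA-seq, so genes that overlap on opposite strands are uncertain. The statistics section of the paper gives a general p-value threshold of 0.05 and does not say whether p-values of the RNA-seq comparison were adjusted. The coordinates are those of the deposited table. Of the 37 genes named by rule, 8 have the same start and end in GENCODE v44 on GRCh38. The table held 27 gene symbols that a spreadsheet had turned into dates, and each was given its symbol from the gene identifier.

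From the counts, CPM values were computed after TMM scaling. Genes were filtered with filterByExpr at its default settings (minimum count 10, minimum total count 15), leaving 15089 genes. They were compared with glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes were taken from the fold change and its F statistic. Log2 CPM values for clustering used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 on the edgeR fit, with a correlation of 0.01 between genes. The S phase and G2/M lists are those distributed with the Seurat package, and the other 6 lists were written by hand from general knowledge; the MSigDB, KEGG and GO sets of the paper were not used here. The precision of a single gene is limited by the 3 replicates per group and, for low genes, by the depth. The common biological coefficient of variation was 16.5%.

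Alternatives were fixed before the data were examined: the replicate number as a block, each sample left out, no filter on low genes, at least 10 counts in every sample, DESeq2 size factors, the Wald test of DESeq2 1.42.0, limma on voom values, limma on log2(FPKM + 1) and on log2(FPKM + 0.1) over genes with a mean FPKM of at least 1, stricter thresholds, camera with estimated correlation, and GSEA with fgsea 1.28.0 and 1000 gene permutations. The rule for genes named in the text took every gene that the paper names, some of which are not reported here, and the 5 highest and 5 lowest log2 fold changes among differentially expressed genes with a symbol, non-overlapping groups and a mean at or above the median.

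The scripts were tested on simulated data. Counts of 15089 genes were drawn from the means, dispersions and library sizes of the samples with 200 genes changed by known fold changes; 193 of them were called, all with the right sign, and 18 unchanged genes were called. Over the same 15089 genes, a list of 50 genes given a log2 fold change of 0.5 was found at 0.51, and 0 of 100 unchanged lists had a p under 0.05. Each gene was drawn independently, so this does not show how the list test behaves where the genes of a list are correlated. For the seed test over 12510 genes, 18 of 20 seeds with a planted shift of -0.20 ranked lowest or next to lowest among their shuffled forms, against 1 without the shift. Fold changes were first shuffled over genes, so this does not show how the test behaves where they follow 3′ UTR sequence or expression.

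Gene sequences and 3′ UTRs were taken from GENCODE v44 with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3; Fisher's exact test came from scipy 1.17.1. The MeRIP-seq, METTL3 knockdown, TCGA, cell, mouse and tissue experiments of the paper were not analysed here.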

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

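The tests of the antisense siRNA strands and of the interferon list were set before the data were examined, and the tests of the sense strands, of differences between si-METTL16 samples, of gene lists and CDKN1A for seed matches, and of the interferon list for sequence composition and other splits of the samples were chosen only after the result was seen.

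The paper does not report on off-target effects of the siRNAs, and genes with siRNA seed matches shifted here. An siRNA can repress other transcripts whose 3′ UTR pairs with bases 2 to 8 of either strand. The matches to both strands of the 4 siRNAs in the paper's supplement, 8 seeds in all, were counted in the longest annotated 3′ UTR of 12510 tested genes, and log2 fold changes were adjusted for 3′ UTR length and GC content and for mean expression. The 205 genes with a match to the antisense strand of siRNA METTL16-3 (GCGAAGA) lay at -0.23 relative to the other genes on the log2 scale, the lowest of all 140 sequences of the same composition (two-sided permutation p = 0.0143, the smallest these sequences can give; 0.0571 after Benjamini-Hochberg adjustment over the 8 seeds, which misses 0.05) and of all 16004 sequences of 7 bases found in at least 100 genes. Of these genes, 34.6% were differentially expressed and lower, against 19.1% of the others (Fisher's exact test, p = 2.4e-07, in which genes are not independent replicates). Measured against the same si-NC mean, so not independently, the shift was -0.23, -0.24 and -0.22 in si-METTL16 replicates 1, 2 and 3. The antisense seeds of METTL16-1 and METTL16-2 shifted by -0.04 (3 of 105 from the lowest) and 0.00, and that of the control siRNA by 0.03.

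The 288 genes with a match to the sense strand of the control siRNA (TCGGAGA) shifted the other way, by 0.24, the highest of its 420 sequences of the same composition (two-sided permutation p = 0.00476, the smallest these sequences can give, adjusted p = 0.0381) and of the 16004 sequences of 7 bases. Of these genes, 30.2% were differentially expressed and higher, against 19.4% of the others (Fisher's exact test, p = 1.6e-05). The other 6 seeds had adjusted p-values of 0.152 or more.

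A candidate explanation for both shifts is repression through the seeds, of METTL16-3 targets in si-METTL16 cells (-0.23) and of targets of the control sense strand in si-NC cells (0.24). Base composition, 3′ UTR length and expression level were part of the comparison and leave both shifts in place. If each si-METTL16 replicate had received a different siRNA of the list, the METTL16-3 shift would be confined to replicate 3, but replicate 3 differed from the other si-METTL16 samples by only 0.0111 (permutation p = 0.543; of 24 such contrasts over all seeds, 3 had an unadjusted p under 0.05 and 0 an adjusted one), so the replicates may have shared METTL16-3, alone or in a pool. A response to METTL16 loss that happens to follow the same 7 bases was not tested by these samples, since no si-METTL16 sample is known to lack METTL16-3. The sample titles and methods name siRNA for these samples. The methods also call the transfection stable, and name shRNA for METTL16 silencing, so the form used is not certain. The pattern therefore remains a hypothesis about the siRNAs. It covers a small part of the differentially expressed genes: in an alternative chosen after seeing the data, without the 483 tested genes that hold either match, 5173 genes were called, against 5418 with them, and the mean log2 fold change of the G2/M list was 1.04. Only 1 of the 54 G2/M genes was left out, so this mean had little room to move. The mean of the p53 target list, which lost 2 of 30 genes, went from -0.15 to -0.08. The longest 3′ UTR of CDKN1A holds 0 matches to the METTL16-3 antisense seed, and 1 match to the sense-strand seed of METTL16-2, whose genes together shifted by 0.02. The METTL16-3 antisense seed therefore has no full 7-base match in this 3′ UTR through which to act on CDKN1A. Shorter or imperfect matches were not searched. Effects through other repressed genes were not tested.

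Interferon-responsive genes, which the paper does not discuss, were lower in si-METTL16 than in si-NC cells. A hand-written list of 40 such genes, 28 of which were tested, had a mean log2 fold change of -0.49 ± 0.48 (SD over genes), with 25 genes lower and 3 higher, 12 and 1 of them differentially expressed. The camera adjusted p was 6.0e-05, and over the other settings it ranged from 2.1e-06 to 0.0587, the highest with the correlation estimated for each list. The mean of the list ranged from -0.72, without a filter on low genes, to -0.39, without si-NC replicate 1. All 3 si-METTL16 samples lay below all 3 si-NC samples, at -0.53 to -0.43 against -0.06 to 0.09. Sequence composition leaves the shift in place: after subtracting a trend on GC content and gene length it was -0.52, and -0.52 with the replicate block. Of the 28 genes, 0 hold a match to the METTL16-3 antisense seed or the control sense-strand seed, so these 2 seeds do not act on the list through its own 3′ UTRs as annotated. Matches to the other 6 seeds were not counted in the list. Of the 4 splits of the samples that part all 3 same-numbered pairs, 1, the real one, gave a mean as large. With 4 such splits the share cannot go below 1 of 4, so this count could not have excluded a grouping by chance. Over all 10 splits, the other 6 of which part only 1 pair, the real one had the mean furthest from 0, with -0.24 for the next. The test set for a response to transfected RNA was a shift of this list in either direction. A stronger response to the METTL16 siRNAs would raise the list, and it fell. A stronger response to the control siRNA and a lower response to METTL16 loss would each lower it, so the shift does not support one over the other. Without untransfected cells, and with a single control siRNA, these cannot be told apart. The readings that involve siRNAs also assume that the samples received siRNA, which is not certain, as stated above.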

How the results depend on the processing

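The tests of other splits of the samples for the genes higher and lower after silencing and for the gene lists were chosen only after the result was seen; the test for the number of differentially expressed genes and that of gene length and GC content were not.

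The number of differentially expressed genes depended most on the threshold. With an absolute log2 fold change of at least 1 added, it was 1172 (664 higher and 508 lower) in place of 5418, and at an adjusted p under 0.01 it was 3035 (1665 higher and 1370 lower). With the threshold kept, it was 4506 without a filter on low genes, 4656 with limma on log2(FPKM + 1), 4590 on log2(FPKM + 0.1), 5394 with the DESeq2 Wald test and 5498 with limma on voom values. The share of calls that were higher moved between 49.0% and 52.2% across these fits.

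The replicate numbers carried little pairing, with the correlations of same-numbered samples between 0.0253 and 0.0371. With the replicate block, 5013 genes were called, 4731 of them shared with the fit without it, which is 87.3% of those calls.

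Across the 6 fits that each left out one sample, the number of genes called went from 4159 to 4526, with 2187 to 2357 higher and 1972 to 2190 lower. Of the 5418 calls from all samples, 3516 were kept in each of these fits and 0 changed sign in any. METTL16, CDKN1A, CDK1 and CCNB2 kept their direction and their call under every alternative run for them. The log2 fold change of METTL16 ranged from -1.52 to -1.45 in the fits that left out a sample, and over all alternatives it was nearest to 0 with limma on log2(FPKM + 1), at -1.15. All 10 genes of Fig. 4F were called under each alternative run for them.

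Over the 10 splits of the 6 samples into groups of 3, the real split parts all 3 same-numbered pairs, as do 4 splits in all, the real one included. Only 1 of these 4, the real one, gave as many differentially expressed genes, and the others gave at most 3. The same held for the genes higher and lower after silencing and for the mean log2 fold change of each of the 8 gene lists, 1 split of 4 in each case. The other 6 splits part 1 pair. With 3 samples against 3, the share of splits cannot fall low enough to exclude chance.

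The gene lists of S phase, G2/M phase, DNA replication, Fanconi anemia and homologous recombination, and spindle checkpoint and kinetochore were higher under every alternative run for the lists. The lists were not tested under the DESeq2 Wald test, limma on voom values or limma on FPKM. With the correlation between genes estimated for each list, 3 lists lost their adjusted p under 0.05 at unchanged means: S phase (0.96, adjusted p = 0.0587), DNA replication (0.62, adjusted p = 0.0675) and interferon response (-0.49, adjusted p = 0.0587), all from camera. The cause was not tested. Over all alternatives but GSEA, which gives another measure, the adjusted p of camera ranged from 1.0e-30 to 0.0587 for S phase and from 6.5e-17 to 0.0675 for DNA replication. The p53 target and cell cycle inhibitor lists stayed above 0.05 under every alternative run for the lists.

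Gene length or GC content is a possible technical source of a list shift, but the cell cycle shift stayed after subtracting their trend. Fold changes of all genes had a Spearman correlation of -0.101 with GC content and -0.00330 with length, across genes, which are not independent replicates. After subtracting the trend, an alternative added after seeing the data, the mean of the G2/M list was 1.01, and 1.02 with the replicate block. All genes of the lists had a GC value.

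The share of variance on principal component 1 was 51.5% over the 2000 most variable genes, 53.4% over all tested genes and 51.0% with each gene scaled to unit variance, against 45.1%, and the clusters were the groups in each. Of the 33 other genes named by rule, 26 kept their direction and call throughout and 7 changed under some alternative, ACTB among them, with 15 calls lost, 6 gained and 1 reversal. METTL14, which was not called in any fit, had a log2 fold change of -0.06, which ranged from -0.179 to 0.019 across the fits that each left out a sample and was positive only without si-METTL16 replicate 3. The cause was not tested. METTL3 (0.30, adjusted p = 0.0389 from edgeR) lost its call with the replicate block and in 5 of the 6 fits that left out a sample. Its call was also lost without a filter on low genes and with limma on log2(FPKM + 1). The median log2 fold change of all genes was at most 0.02 under any test or scaling run with all 6 samples. Alternatives that had been set for the case of normalized values without counts were not run, since raw counts were deposited.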

Differences from the paper's values

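The paper's text gives few values for these samples. From the colour scale of Fig. 4F, 4 values were read by eye and set beside FPKM, and none of them differed beyond the replicate error. The scale prints no unit, so FPKM was assumed. The figure shows these same samples, so the match is not independent. The selection of the key genes by Venn diagram was not repeated here.

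The paper states that both motifs of its MeRIP-seq data, GUGGAC and GAACGU, occur in the exons of CDKN1A. In the GENCODE v44 annotation of GRCh38, GTGGAC occurs in 7 of the 8 CDKN1A transcripts, 3 times in the MANE Select transcript, all in the coding sequence in exon 2 (chromosome 6 from 36684174 to 36684179, from 36684432 to 36684437 and from 36684496 to 36684501). GAACGT occurs in 0 of the 8 transcripts, and its reverse complement also in 0.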

Other observations

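The test of the ATF4 target list was chosen only after the result for CHAC1 was seen, and the test of the p53 target list was not.

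CDKN1A fell, and no common fall of other p53 targets was detected. If lower p53 activity were the source, the p53 target list without CDKN1A would fall too, but its 29 genes had a mean log2 fold change of -0.10 (adjusted p = 0.444 from limma's camera, with this list in place of the full one among the 8 lists), 12 of them higher and 17 lower. No general fall of p53 targets was therefore detected, within what a hand-written list of this size can show. Some targets fell clearly (ZMAT3 -1.16, BBC3 -1.15, TP53INP1 -1.12) and others rose (AEN 1.02, POLH 0.65). A mean over genes that go both ways cannot exclude lower p53 activity, so the question stays open.

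CHAC1, a gene of the response to amino acid and endoplasmic reticulum stress, was among the 5 lowest genes by rule (log2 fold change -2.21, standard error 0.32, adjusted p = 0.00199 from edgeR). A candidate explanation is lower activity of the transcription factor ATF4. A hand-written list of ATF4 targets without CHAC1, 26 genes, had a mean log2 fold change of -0.45 ± 0.49 (SD over genes; adjusted p = 0.00644 from limma's camera, over this list and the other 8), with 21 genes lower and 5 higher, of which 6 and 0 were differentially expressed. This is consistent with lower ATF4 activity after silencing and remains a hypothesis, since it was found and tested in the same 6 samples. Differences in culture conditions between the groups, such as nutrient supply, could lower the same genes. These differences, sequence composition and seed matches were not tested for this list, so the pattern cannot be told apart from them. The ATF4 list was tested only with the preset correlation of 0.01 between genes. With the correlation estimated, some of the other lists lost their adjusted p under 0.05 from camera.

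The paper names MAT2A mRNA as a known substrate of METTL16 and gives no value for it in these samples. MAT2A (chromosome 2 from 85539165 to 85545280) had 892 ± 102 CPM (SD, n = 3) in si-NC cells and 535 ± 13.1 CPM (SD, n = 3) in si-METTL16 cells, a log2 fold change of -0.74 (standard error 0.08, adjusted p = 7.6e-04) from edgeR. It was lower in all 3 si-METTL16 samples than in any si-NC sample, and its log2 fold change ranged from -0.82 to -0.66 when each sample was left out in turn. MAT2A shares 561 bases with GGCX on the opposite strand. Splicing of MAT2A cannot be read from counts per gene. METTL14 was not called (adjusted p = 0.755 from edgeR) and WTAP was higher, with a log2 fold change of 0.37 (adjusted p = 0.0102 from edgeR); WTAP overlaps SOD2 on the opposite strand.

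The motifs that the paper reports from MeRIP-seq are common in transcripts. In the MANE Select transcripts of 12383 tested genes, 61.7% held GTGGAC and 24.9% held GAACGT. Among the 2466 of similar length to that of CDKN1A, the shares were 54.5% and 16.8%.

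The most counted entry of the deposited table over the 6 samples was EEF1A1P5, a processed pseudogene, with 1348569 counts against 315519 for its parent gene EEF1A1. Processed pseudogenes and other pseudogenes held 4.51% of all counts, and 1137 were tested, of which 232 were differentially expressed. Reads shared between a pseudogene and its parent gene were not separable here, so these calls are uncertain.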
